A study of Homo sapiens with 24 samples.

How the data were processed

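RNA sequencing was done on 24 libraries of AGS cells, an established human gastric adenocarcinoma line, harvested 24 h after treatment. The 6 groups were an untreated control, PI103 (an inhibitor of class I PI3 kinases and mTOR) at 0.7 µM, PD0325901 (a MEK inhibitor) at 0.035 µM, (5Z)-7-oxozeaenol (a TAK1 inhibitor, called oxozeaenol here) at 0.5 µM, PI103 with oxozeaenol, and PI103 with PD0325901. In the combinations each inhibitor was given at 50% of its concentration as a single agent. Each group had 4 biological replicates, and the labels give the replicate number as the batch. Groups were taken from the sample titles, because the treatment field of the later replicates numbers the compound names upward. The labels do not say whether control cells received vehicle.

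The deposited table holds whole-number read counts per gene symbol, and the authors' labels describe mRNA libraries made with a stranded kit from 0.8 µg of total RNA. The aligner, the counting program, the genome build and the gene annotation are not stated, so no coordinates are given and gene names are those of the table, which uses older symbols such as IL8 for CXCL8. The table closes with 5 tallies of reads not assigned to a gene. As shares of all tallied reads per library, reads with no feature made up 4.24% to 8.57%, ambiguous reads 1.57% to 2.01% and reads without a unique alignment 4.64% to 6.06%. These tallies were left out of library sizes and tests. Since the tallies hold reads without a unique alignment and ambiguous reads apart from the genes, genes with near-identical copies or overlapping neighbours are counted low or uncertainly. Whether the counting used strand is not stated, so overlapping antisense genes are uncertain as well. Overlaps were looked up by name in GENCODE release 29, in which 21726 of the 23368 symbols were matched directly or through RefSeq synonyms of the GRCh38.p14 assembly. No other column of per-sample values is in the table.

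Of the 23368 genes, 3199 had 0 counts in all libraries. Genes were kept by edgeR's filterByExpr with the groups given, which left 13947 genes holding 99.989% of the counts. Counts were scaled by TMM and fitted with edgeR 4.0.16 in R 4.3.3 (estimateDisp and glmQLFit, both robust), with 1 coefficient per group over all 24 libraries, so that all groups shared the estimate of the spread. The common biological coefficient of variation was 0.131. Each of 13 contrasts was tested with the two-sided quasi-likelihood F test, and p-values were adjusted by Benjamini-Hochberg over the genes of a contrast. Calls are at an adjusted p under 0.05. Every adjusted p for a gene comes from this test unless another is named. Standard errors (SE) of log2 fold changes were taken as the absolute fold change divided by the square root of F. CPM are counts-per-million of the TMM-scaled library size, and log2 CPM for components and sets used a prior count of 2.

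The contrasts were each treatment against control, each combination against each of its single agents, and each combination against the mean and against the sum of its single-agent effects. The mean is the reference for agents given at 50% each if effects were linear in concentration, and the sum is the additive reference on the log2 scale for full concentrations. Genes named in the text follow a rule set before the data were examined. The rule takes the 2 largest rises and the 2 largest falls per treatment against control and per combination against the mean, among genes with an adjusted p under 0.05, a mean of at least 5 CPM and the same sign in all 4 batches. It adds 11 readout genes whatever their values, and the 2 genes with the smallest adjusted p in a changed gene set. Other genes are marked as chosen after their values were seen.

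For 18 gene sets fixed together with that rule, log2 CPM were tested with camera (limma 3.58.1) at a preset inter-gene correlation of 0.01, with Benjamini-Hochberg adjustment over 90 tests against control and 36 tests of the combinations against the mean. The rotation test fry and camera with an estimated correlation were run beside it. Similarity of treatments was measured as the correlation of log2 fold changes across the 13947 genes, which are not independent replicates, so no p-value is given. Because treatments share control libraries, 10 data sets with all groups unchanged were simulated from the fitted dispersions, and the correlations were also computed with separate control libraries. In further simulations, 20 of each kind, the combination of PI103 and PD0325901 was set to the level of one of its agents, with counting noise or with the deviations of whole libraries drawn at random.

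The batch number in the labels pairs the samples. Over 60 pairs of same-numbered libraries from different groups, deviations of log2 CPM from the group means had a mean correlation of 0.12. The correlation was positive in 47 pairs and over 0.1 in 28. Over 180 pairs with different numbers the mean was -0.04. Deviations within a group cancel, so that second mean largely follows from the first and is no separate reference. Neither the labels nor the design text states a model, so the fit without a block was the main one and the fit with the number as a block an alternative. All 276 pairs of libraries were compared by a chi-square of their counts. The statistic per degree of freedom was at least 9.00 for the 36 pairs within a group and at least 36.8 for the 240 pairs across groups, so no library was a copy of another.

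Alternatives were DESeq2 1.42.0 with its own size factors, edgeR with RLE factors, no filter on low counts, a mean of at least 10 counts, fits of only the groups compared, the replicate block, a minimum change of 1 on the log2 scale, and leaving out each library or replicate number. Other splits of the same libraries were counted for every contrast: all 35 for 8 libraries in 2 groups, and 100 drawn splits for contrasts of more groups. The tests were tested on simulated data. Of 13387 simulated genes tested, 200 with over 5 CPM in control had been changed by 1 or 2 on the log2 scale. Of these 200, edgeR recovered 98.5%, with 12 false calls, and recovery at lower levels was not tested. Camera, fry and camera with an estimated correlation each found the 2 shifted sets of 18, and camera and fry called no other set. The genes were simulated independently of each other, so camera's preset correlation was not put to the test. Intervals cover counting error only, since reads carry no molecular identifiers. Folds for genes with at most 3 counts in any library of a group set each of its libraries to 3 counts, and are not confidence limits.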

Results

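Gene expression was measured by RNA sequencing in 24 cultures of AGS, a human gastric adenocarcinoma line, after 24 h with no inhibitor, with PI103, PD0325901 or oxozeaenol alone, or with PI103 combined with oxozeaenol or with PD0325901. PI103 inhibits PI3 kinase and mTOR, PD0325901 inhibits MEK, and oxozeaenol inhibits TAK1. There were 4 replicates in each of the 6 groups. The series title places these data in a study of how such inhibitors alter metabolism, so the comparisons ask which genes and metabolic pathways each treatment moved, and whether the combinations differed from their single agents.

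Each library held between 38057638 and 84226380 counts in genes (38.1 M and 84.2 M). The mean was 71.5 ± 13.4 M (SD, n = 4) in control, 60.4 ± 3.62 M (SD, n = 4) with PI103, 60.6 ± 8.44 M (SD, n = 4) with PD0325901 and 56.6 ± 14.7 M (SD, n = 4) with oxozeaenol. In the combinations it was 61.7 ± 11.1 M (SD, n = 4) with oxozeaenol and 61.6 ± 11.8 M (SD, n = 4) with PD0325901. Between 15645 and 18263 genes had at least 1 count in a library, and the highest number belonged to oxozeaenol replicate 2. The first principal component held 41.9% of the variance. All 4 control libraries lay between -71.4 and -65.5 on the first component, below every treated library.

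**Figure D1:**
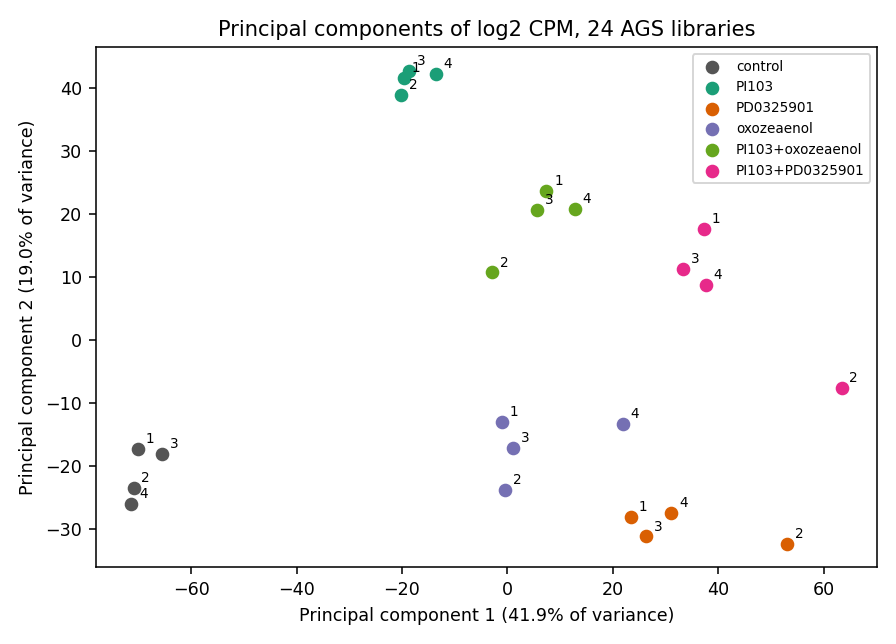
First against second principal component of log2 CPM (arbitrary units) for the 24 libraries, coloured by group and numbered by replicate. The first component, 41.9% of the variance, parts the 4 control libraries from the 20 treated ones.

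The first question was how many genes each treatment moved against control. Of 13947 genes tested, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 7162 genes with PI103, 3654 higher and 3508 lower. It called 8176 genes with PD0325901 (4004 higher, 4172 lower) and 7232 with oxozeaenol (3590 higher, 3642 lower). PI103 with oxozeaenol moved 7757 genes (3868 higher, 3889 lower), and PI103 with PD0325901 moved 9039 (4486 higher, 4553 lower), which is 64.8% of the genes tested. The alternative that moved these counts most was a minimum change of 1 on the log2 scale. It left 1504 genes with PI103 (877 higher, 627 lower), 2238 with PD0325901 (1440 higher, 798 lower) and 1691 with oxozeaenol (1083 higher, 608 lower). In the combinations it left 1884 with oxozeaenol (1184 higher, 700 lower) and 2863 with PD0325901 (1832 higher, 1031 lower). Rises thus outnumbered falls among the larger changes. Against control, 11903 genes were called in at least 1 treatment. All 5 treatments shared 3548 called genes, of which 1601 were higher and 1883 lower in every treatment. In 10 simulations of unchanged groups against the same controls, 0 genes were called the same way in all 5, and at most 1 gene was called in any comparison.

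**Figure D2:**
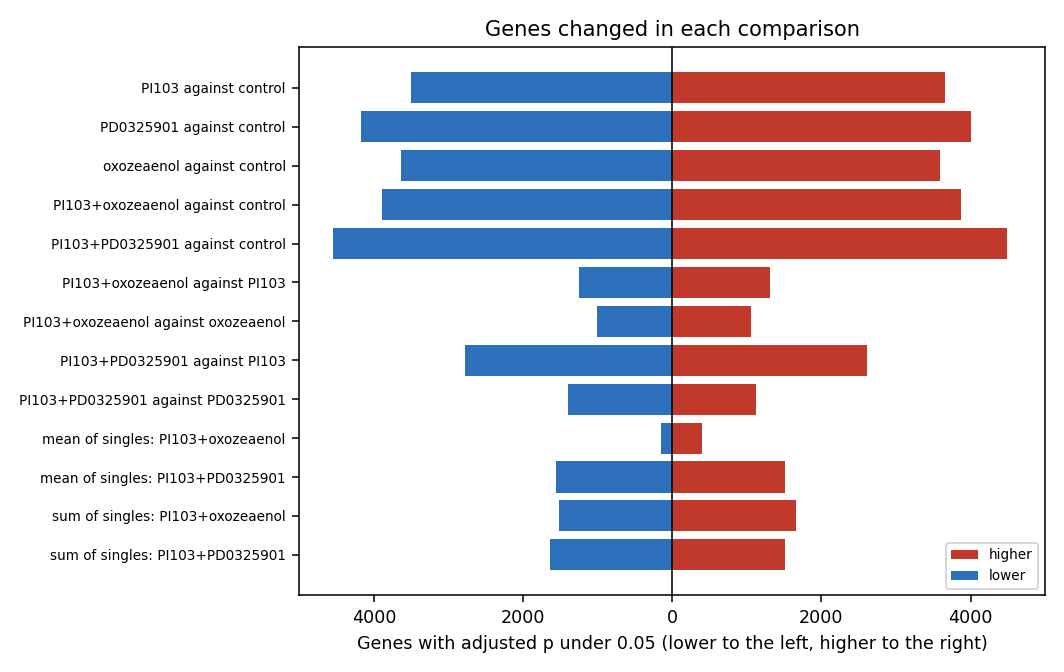
Number of genes with an adjusted p under 0.05 in each of the 13 comparisons, with genes lower to the left of 0 and genes higher to the right. The counts against control run from 7162 with PI103 to 9039 with PI103 and PD0325901, and the fewest, 555, depart from the mean of PI103 and oxozeaenol.

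The genes with the largest changes were picked by the rule set out for the methods. All adjusted p-values of genes are from edgeR's quasi-likelihood test. With PI103, APOA1 rose by 3.33 (SE 0.313, adjusted p 6.03e-09) on the log2 scale, from 0.554 ± 0.191 CPM (SD, n = 4) to 5.55 ± 0.840 CPM (SD, n = 4), and MEGF6 rose by 2.97 (SE 0.258, adjusted p 1.77e-09). INHBE fell with PI103 from 57.7 ± 7.41 CPM (SD, n = 4) in control to at most 3 counts in any library. With every PI103 library set to 3 counts the fall was 1166-fold. TRIB3 fell by 8.68 (SE 0.742, adjusted p 3.07e-09) from 31.1 ± 8.50 CPM (SD, n = 4). The PI103 libraries held 0 to 0.108 CPM of TRIB3, so the size of its fall rests on few reads. With PD0325901, MPP1 rose by 6.24 (SE 0.351, adjusted p 6.82e-13). PDZK1IP1 rose by 5.83 (SE 0.501, adjusted p 2.04e-09), or by 5.34 without replicate 2, which held 42.9 CPM against 14.5 to 17.5 in the others. EGR1 fell by 6.94 (SE 0.553, adjusted p 2.04e-09) from 201 ± 50.4 CPM (SD, n = 4) to 1.64 ± 0.722 CPM (SD, n = 4). MYH4, whose reads are uncertain because related myosin heavy chain genes could share them, fell by 6.32 (SE 0.550, adjusted p 2.59e-09).

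With oxozeaenol, TNNT2 rose by 5.42 (SE 0.266, adjusted p 9.09e-14), and 1.1% of its exon length overlaps LAD1 on the same strand in GENCODE. LAD1, looked at after the values were seen, fell by 0.56. PAGE4 rose by 4.81 (SE 0.291, adjusted p 5.93e-12). TMEM156 fell by 5.26 (SE 0.240, adjusted p 3.73e-14) and EGR1 fell by 4.85 (SE 0.488, adjusted p 9.05e-08). In the combination of PI103 with oxozeaenol, TNNT2 rose by 5.44 and CFB by 4.56, while TRIB3 fell by 8.34 and INHBE fell by 6.50. INHBE held 2.32 CPM in replicate 2 of that group against 0.0516 to 0.142 in the others, and without that library INHBE fell by 9.45. TRIB3 held 0.284 CPM in replicate 2 against 0.0178 to 0.0568 in the others. Those levels rest on too few reads to give the size of its fall without replicate 2. In PI103 with PD0325901, CFB rose by 5.79, from 0.366 ± 0.0881 CPM (SD, n = 4) to 20.7 ± 8.57 CPM (SD, n = 4). CFB shares 45.0% of its exon length with another gene on the same strand, so its reads are uncertain. PDZK1IP1 rose by 5.68, or by 4.89 without replicate 2. TRIB3 was 648-fold lower with every library of that group set to 3 counts, the most that any held. MYH4 fell by 9.74, to between 0.0202 and 0.0672 CPM, so the size of its fall rests on few reads.

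Among 11 readout genes chosen beforehand, IRS2 was listed at 0 in all 24 libraries, and the other 10 were tested. Whether the annotation used for counting held IRS2 is not stated, so no limit is given for it. Of these 10, the genes called were 10 with PI103, 9 with PD0325901, 5 with oxozeaenol, 9 with PI103 and oxozeaenol, and 10 with PI103 and PD0325901, and the counts adjusted over the list alone were the same. DUSP6, a readout of MEK and ERK, fell by 1.43 (SE 0.270, adjusted p 0.000125) with PI103, fell by 5.18 (SE 0.324, adjusted p 8.88e-12) with PD0325901 and fell by 2.54 (SE 0.282, adjusted p 1.16e-07) with oxozeaenol. Its level was 132 ± 13.4 CPM (SD, n = 4) in control and 3.60 ± 1.33 CPM (SD, n = 4) with PD0325901, and 40.5% of its exon length lies opposite an antisense gene. SPRY4 fell by 4.10 and ETV5 fell by 3.96 with PD0325901. IL8 changed by between -5.06 with PI103 and -6.47 with oxozeaenol in the 5 treatments, from 10.2 ± 4.91 CPM (SD, n = 4) in control. The other readouts of the TAK1 and NF-kB pathway did not fall with oxozeaenol: NFKBIA changed by 0.09 (adjusted p 0.317) and TNFAIP3 by -0.04 (adjusted p 0.894).

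Of the readouts of PI3 kinase, INSR rose by 0.93 (SE 0.112, adjusted p 1.37e-07) with PI103. It rose by 0.25 with oxozeaenol, with an adjusted p of 0.0642 and of 0.0435 with the replicate block. PIK3IP1 rose by 1.74 with PI103, by 2.22 (adjusted p 0.000104) with PD0325901 and by 2.38 with PI103 and PD0325901. It was not called with oxozeaenol (0.78, adjusted p 0.178) or with PI103 and oxozeaenol (0.36, adjusted p 0.552). Its level stayed under 1 CPM on average in every group. ODC1, the first enzyme of polyamine synthesis, fell by 0.94 (SE 0.0880, adjusted p 2.46e-09) with PI103 and fell by 0.80 (SE 0.0878, adjusted p 2.11e-08) with PD0325901. With oxozeaenol it held 390 ± 13.3 CPM (SD, n = 4) against 391 ± 23.5 CPM (SD, n = 4) in control (adjusted p 0.99). It fell by 0.34 (adjusted p 0.00165) with PI103 and oxozeaenol and fell by 1.23 (adjusted p 8.61e-12) with PI103 and PD0325901. HMGCS1, of cholesterol synthesis, which has an antisense gene opposite part of its exons, rose by 0.54 with PI103, where the call was lost without control replicate 2 or 4. It rose by 1.49 with PD0325901, 1.20 with oxozeaenol, 0.65 with PI103 and oxozeaenol, and 0.80 with PI103 and PD0325901.

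**Figure D3:**
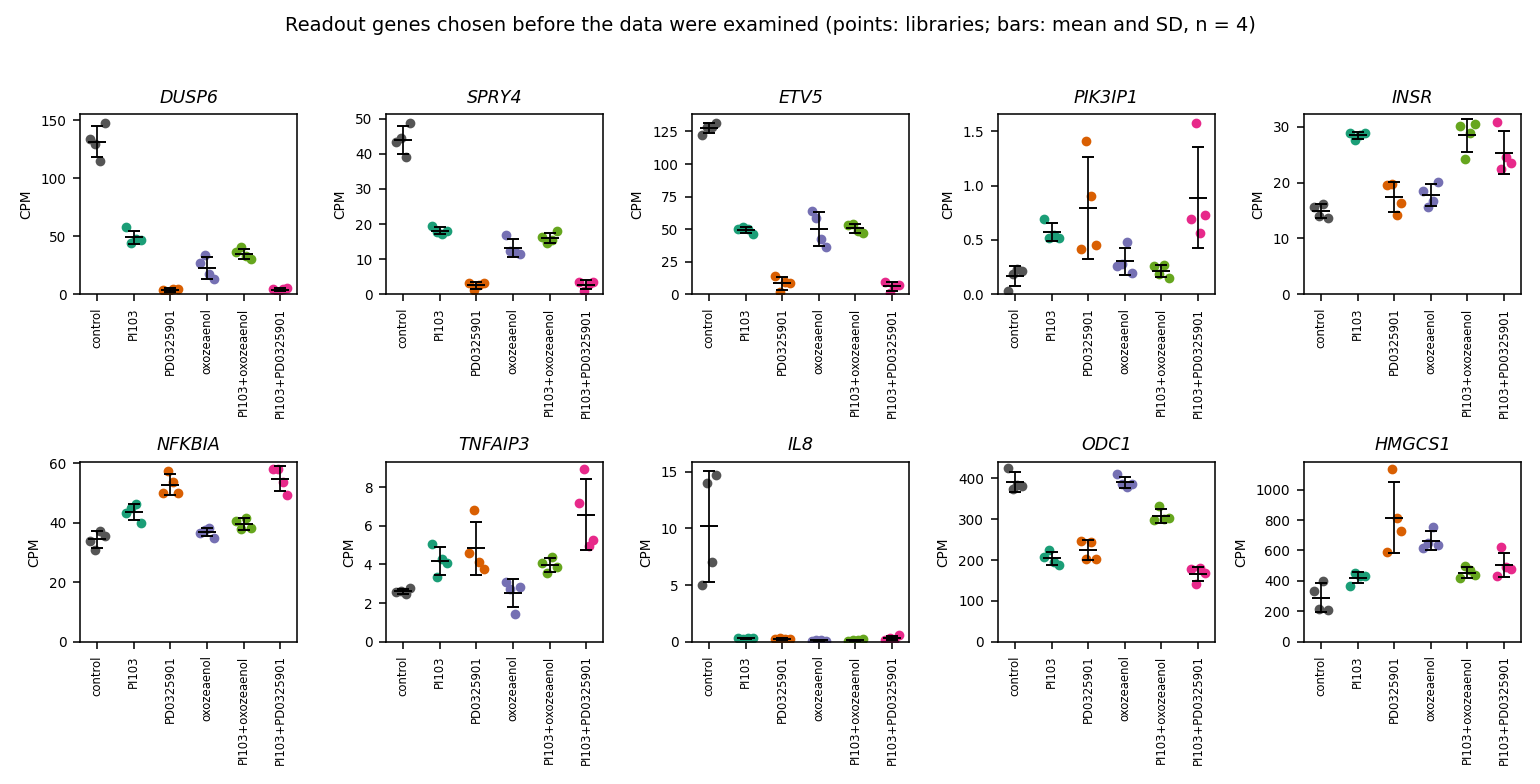
CPM of the 10 tested readout genes in every library (points), with the mean and SD of each group (bars, n = 4). DUSP6 falls from 132 CPM in control to 3.60 CPM with PD0325901, and ODC1 is at 390 CPM with oxozeaenol and 391 CPM in control.

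The treatments were compared with each other by the correlation of their log2 fold changes across 13947 genes, which are not independent replicates. Unchanged groups simulated against the same controls gave a mean correlation of 0.489 to 0.503 for these pairs, which the shared controls alone produce. With separate control libraries, unrelated simulated profiles gave 0.016. PI103 and PD0325901 gave a Pearson correlation of 0.568 (Spearman 0.631), and 0.525 with separate control libraries. PI103 and oxozeaenol gave 0.584 (Spearman 0.602), and 0.528 with separate control libraries. PD0325901 and oxozeaenol gave 0.849 (Spearman 0.789), and 0.792 with separate control libraries. PI103 with oxozeaenol correlated at 0.808 with PI103 and at 0.874 with oxozeaenol. PI103 with PD0325901 correlated at 0.758 with PI103 and at 0.911 with PD0325901. The combinations correlated with each other at 0.875.

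The next question was whether a combination differed from its single agents. PI103 with oxozeaenol differed from PI103 in 2553 genes and from oxozeaenol in 2074. The latter count was 1050 without replicate 1 of the combination. PI103 with PD0325901 differed from PI103 in 5391 genes and from PD0325901 in 2521, the latter 1385 without PD0325901 replicate 3. Of the 7757 genes called for PI103 with oxozeaenol, 494 (6.37%) were called the same way for neither single agent. Of the 9039 called for PI103 with PD0325901, 857 (9.48%) were.

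Since each inhibitor was given at 50% of its single concentration in a combination, the mean of the single-agent effects is the value that effects linear in concentration would give. PI103 with oxozeaenol departed from that mean in 555 genes, 402 higher and 153 lower, or 997 with the replicate block. Of 100 splits of the same libraries, 6 gave as many, the labelled one counted among them. Such splits can carry the difference between PI103 and oxozeaenol into the comparison, so they do not decide whether the 555 exceed chance. The count was 232 without replicate 1 of the combination. PI103 with PD0325901 departed from its mean in 3065 genes, 1512 higher and 1553 lower. That count was 1466 without replicate 2 of the combination. With a minimum change of 1 it was 355, of which 283 were higher and 72 lower. Of the 3065 genes, 631 lay beyond both single agents by the same test, 298 higher and 333 lower, and 604 of them lay farther from control. With a minimum change of 1 on the log2 scale, 40 of the 631 remained. The 631 ranged from 336 (without PD0325901 replicate 3) to 1036 (without PD0325901 replicate 2). For PI103 with oxozeaenol, 145 genes lay beyond both, 140 of them among the 555, and the 145 fell to 56 without replicate 1 of the combination. With a minimum change of 1, 11 of the 145 remained. Against the sum of the single-agent effects, the reference for full concentrations, 3184 genes departed for PI103 with oxozeaenol and 3153 for PI103 with PD0325901.

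The genes that departed most from the mean by the rule were TNNT2 and CFB for PI103 with oxozeaenol, higher by 1.82 (SE 0.170, adjusted p 1.4e-07) and 1.79 (SE 0.193, adjusted p 1.6e-06), and FLJ22447 and MAOA, lower with changes of -1.19 (adjusted p 0.000331) and -1.09 (adjusted p 1.39e-05). FLJ22447 shares 13.6% of its exon length with a same-strand gene. For PI103 with PD0325901 the higher ones were CFB, by 2.38 (SE 0.187, adjusted p 4.26e-09), and CYP1A1, by 2.35 (SE 0.379, adjusted p 0.000185). The lower ones were MYH4, with a change of -4.31 (SE 0.848, adjusted p 0.0012), and ETV4, with -3.39 (adjusted p 5.59e-06). MYH4 held few reads in the combination, so the size of its departure is uncertain. CYP1A1 held 29.4 CPM in replicate 2 of the combination and 5.82 to 6.67 in the others, and without that library its departure was 1.40. Some of these departures left the combination near a single agent. TNNT2 averaged 12.47 CPM with PI103 and oxozeaenol and 12.28 with oxozeaenol, and FLJ22447 averaged 2.63 and 3.22. ETV4 averaged 0.869 CPM with PI103 and PD0325901 and 1.12 with PD0325901. CYP1A1 averaged 11.98 CPM in that combination, 11.88 with PD0325901, 12.68 in control and 0.461 with PI103. CFB, MAOA and MYH4 lay outside the range of both single agents in every library of the combinations named. Of the 10 readout genes, 6 departed from the mean for PI103 with PD0325901 and 1 for PI103 with oxozeaenol, with the same counts adjusted over the list alone. In 12 fits that each left out 1 library, NFKBIA (0.19, adjusted p 0.0384) of the 6 lost the call in 9 and TNFAIP3 (0.55, adjusted p 0.0229) in 2. The 1 gene for oxozeaenol was INSR (0.34, adjusted p 0.0393), which lost the call in 9 of 12 such fits.

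Gene sets were tested next, for the metabolic pathways and for the readouts of the targeted kinases. Camera called 11 of 18 sets with PI103, 9 with PD0325901, 9 with oxozeaenol, 9 with PI103 and oxozeaenol, and 12 with PI103 and PD0325901. Fry also called 11, 8, 8, 9 and 12 of these. With an estimated correlation camera called 0 sets in each treatment, against 3, 2, 2, 2 and 2 sets at an unadjusted p under 0.05. The set counts did not stand apart from other splits of the same libraries, of which 3 to 14 of 35 gave as many per treatment. Splits in which a group keeps most of its own libraries retain part of the treatment difference, so they are no reference for no change. The calls of sets therefore rest on the size of the changes and on the values per library given here, and not on the number called.

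Camera called 6 sets in the same direction in all 5 treatments. The 17 ATF4 targets, genes of the amino acid response, had a median log2 fold change of -3.30 with PI103, -1.87 with PD0325901, -1.94 with oxozeaenol, -3.34 with PI103 and oxozeaenol, and -3.31 with PI103 and PD0325901. All 17 were called lower in every treatment, and the genes with the smallest adjusted p with PI103 were SLC3A2 and SLC7A5. The mean of the set per library, relative to control, was -4.08 ± 0.130 (SD, n = 4) with PI103 and -1.95 ± 0.422 (SD, n = 4) with PD0325901, and the control libraries lay between -0.20 and 0.23. The 20 cytosolic aminoacyl-tRNA synthetases fell too, with medians of -1.41 with PI103, -0.91 with PD0325901, -0.82 with oxozeaenol, -1.37 with PI103 and oxozeaenol, and -1.57 with PI103 and PD0325901. For the 42 genes of ribosome biogenesis the medians were -0.58, -0.94, -0.51, -0.67 and -1.18 in the same order, and 37, 41, 35, 40 and 42 of them were called lower. The MEK-ERK readout had medians of -1.20, -2.94, -1.35, -1.24 and -4.00, with PHLDA1 and IER3 at the smallest adjusted p in each treatment. The mean of that set per library lay closer between the treatments with PD0325901 than these medians. It was -3.27 ± 0.463 (SD, n = 4) with PD0325901 and -3.32 ± 0.596 (SD, n = 4) with PI103 and PD0325901. Cholesterol synthesis rose, with medians of 0.35, 0.81, 0.90, 0.37 and 0.35, and so did lysosome and autophagy genes, with medians of 0.19, 0.43, 0.34, 0.37 and 0.58.

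**Figure D4:**
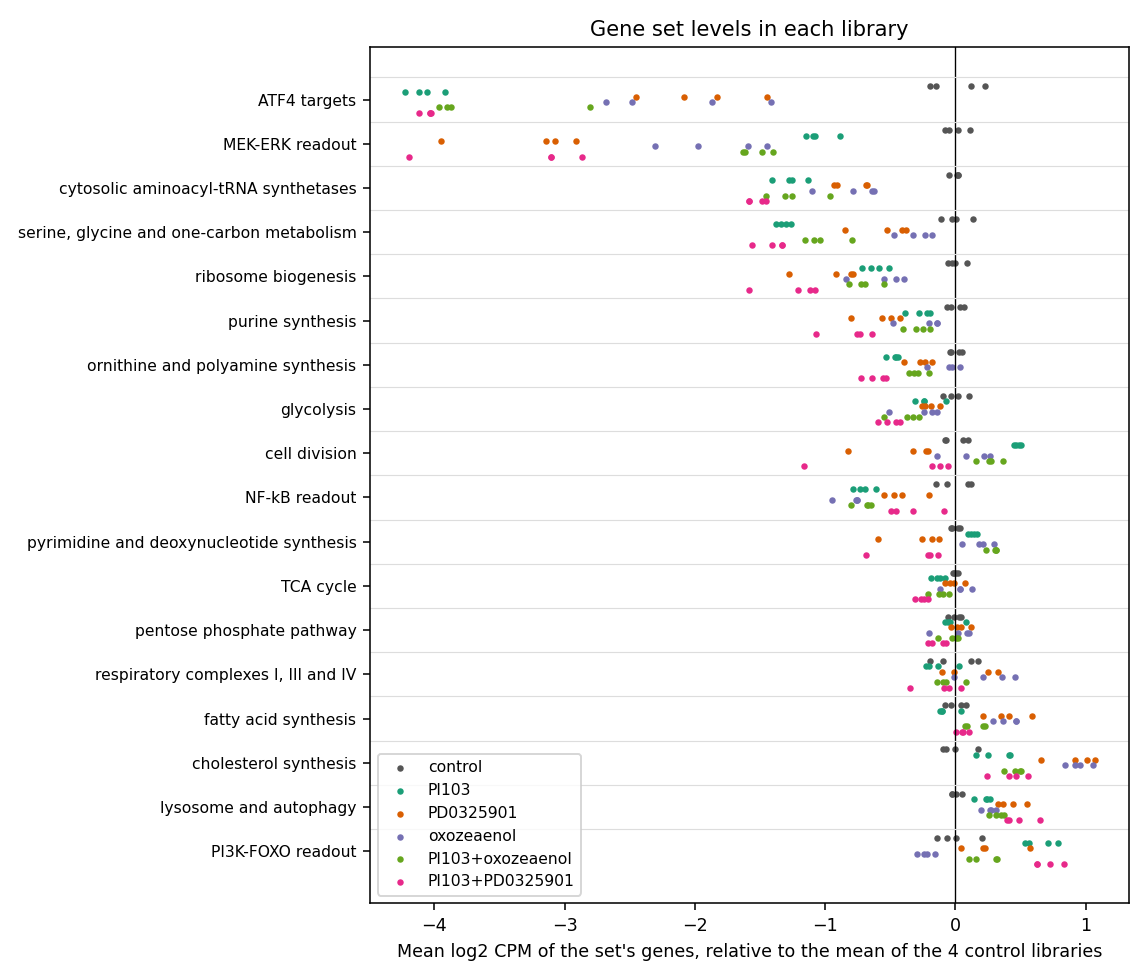
Mean log2 CPM of the genes of each of 18 sets in every library (points), relative to the mean of the 4 control libraries. ATF4 targets lie lowest, at -4.08 on average with PI103, and cholesterol synthesis genes lie above the control mean in every treated library.

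The other sets were called in some treatments only, and the difference between treatments was not tested for them. Serine, glycine and one-carbon metabolism had a median of -1.03 (camera, adjusted p 0.00353) with PI103, -1.01 (adjusted p 0.042, 0.071 with the replicate block) with PI103 and oxozeaenol, and -1.50 (adjusted p 0.00766) with PI103 and PD0325901. Ornithine and polyamine synthesis was lower with PI103 (median -0.32, adjusted p 0.0114) and with PI103 and PD0325901 (median -0.64, adjusted p 0.0146). Purine synthesis was lower with PD0325901 (median -0.57, adjusted p 0.00134) and with PI103 and PD0325901 (median -0.83, adjusted p 0.000138). With PI103 (0.0637) and with PI103 and oxozeaenol (0.0777) it was called only in 3 and 1 of 8 fits that each left out 1 library. Glycolysis was lower in both combinations, with medians of -0.34 (adjusted p 0.0182) and -0.42 (adjusted p 0.0146), and with oxozeaenol its adjusted p was 0.0568, or 0.031 with the block, and between 0.0282 and 0.0474 in 4 of 8 fits that each left out 1 library. The TCA cycle was called only with PI103 and PD0325901 (median -0.36, adjusted p 0.0321). Respiratory complexes I, III and IV were called with oxozeaenol (median 0.19, adjusted p 0.013), where fry gave 0.0854 and the call was lost without control replicate 3 (0.0753) or oxozeaenol replicate 3 (0.0735). They were called lower with PI103 (0.0777) in 3 of 8 fits that left out 1 library, at 0.0115 without control replicate 3, 0.0226 without PI103 replicate 4 and 0.0454 without control replicate 1. With PD0325901 they were called higher without its replicate 2 (0.0403). Fatty acid synthesis was higher with PD0325901 (median 0.33, adjusted p 0.0327, 0.061 without replicate 2) and oxozeaenol (median 0.20, adjusted p 0.0146). Cell division genes were higher with PI103 (median 0.50, adjusted p 0.00103) and lower with PD0325901 (median -0.38, adjusted p 0.0146, fry 0.0711). The call with PD0325901 rests on replicate 2: the mean of the set was -0.82 there and -0.33 to -0.21 in the others, and without that library the median was -0.22 (adjusted p 0.0836). With the block they were also called higher with PI103 and oxozeaenol (adjusted p 0.0563, 0.0339 with the block) and lower with PI103 and PD0325901 (0.0505, 0.0466 with the block). In the latter the mean of the set was -1.17 in replicate 2 and -0.18 to -0.06 in the others, and without replicate 2 the median was -0.09 (adjusted p 0.478). Fits that each left out 1 library called the set lower with PI103 and PD0325901 in 5 of 8 (0.0125 to 0.0347). All 5 kept replicate 2 of the combination. With PI103 and oxozeaenol such fits called it higher in 4 of 8 (0.0281 to 0.0486). The PI3K-FOXO readout was higher with PI103 (median 0.93, adjusted p 0.00818) and with PI103 and PD0325901 (median 0.62, adjusted p 0.042, 0.0557 with the block). The NF-kB readout was lower with PI103 (median -0.42, adjusted p 0.027), oxozeaenol (median -0.58, adjusted p 0.00308), and PI103 and oxozeaenol (median -0.57, adjusted p 0.027). The pentose phosphate pathway and pyrimidine and deoxynucleotide synthesis were not called against control.

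Against the mean of the single agents, camera called 9 sets for PI103 with oxozeaenol and fry called 0, against 2 at an unadjusted p under 0.05. As many sets were called in 41 of 100 splits of the same libraries, but such splits can carry differences between the groups. Because fry called 0 sets, no set is named for this comparison. For PI103 with PD0325901 camera called 16 sets, 14 of them lower, and fry also called 15 of these. Of 100 splits 5 gave as many. With an estimated correlation camera called 0 sets, with a smallest adjusted p of 0.282, against 4 at an unadjusted p under 0.05. At the preset correlation, ribosome biogenesis had a median of -0.43 (camera, adjusted p 1.46e-19), with 41 of 42 genes called lower. The MEK-ERK readout had a median of -1.07, ATF4 targets -0.81, serine, glycine and one-carbon metabolism -0.60, the aminoacyl-tRNA synthetases -0.56, purine synthesis -0.38 and glycolysis -0.33. Of the 16 calls, 4 were lost in at least 1 fit that left out 1 library: the NF-kB readout, fatty acid synthesis, respiratory complexes I, III and IV, and pyrimidine and deoxynucleotide synthesis. The sets not called were the PI3K-FOXO readout (adjusted p 0.0746, 0.0333 without PD0325901 replicate 2) and the pentose phosphate pathway (adjusted p 0.0887).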

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

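The tests of depth, of a shift shared by replicate 2, of stronger MEK inhibition and of a batch difference of replicate 4 were chosen only after the results were seen, and the test of a weaker PI103 effect before its result was seen. In 184 groups of 4 libraries, Dixon's test at the 95% level set 1 library apart in 14, where chance alone gives about 9.2. Of the 14, 8 lie in replicate 2 of 3 groups.

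Both groups with PD0325901 had a replicate 2 that lay apart. With PD0325901 alone, PDZK1IP1 stood at 42.9 CPM in replicate 2 against 14.5 to 17.5 in the others (gap ratio 0.895), and IL8 at 0.343 against 0.206 to 0.217 (0.921). With PI103 and PD0325901, PDZK1IP1 stood at 46.7 CPM in replicate 2 against 11.2 to 12.7 (0.958), CYP1A1 at 29.4 against 5.82 to 6.67 (0.964), and PIK3IP1 at 1.58 against 0.564 to 0.727 (0.839). Over all tested genes, the slope of the replicate's log2 fold changes on the mean of the others was 1.20 in PD0325901 replicate 2 and 1.15 in replicate 2 of PI103 with PD0325901, and 0.85 to 0.94 in the other replicates of both groups. A shift shared by all libraries of replicate 2 would raise the slope in the other treatments as well, and the largest slope of replicate 2 there was 0.924. Oxozeaenol replicate 4 also had a slope of 1.16, so a slope of this size is not limited to these libraries. Depth is not at the extreme, since 0 of the 2 libraries had the highest or lowest total of its group. Stronger MEK inhibition in that batch and a larger response of all genes cannot be told apart here. The mean of the MEK-ERK readout set was lowest in replicate 2 in 2 treatments, both with PD0325901, but a larger response of all genes lowers it too. In oxozeaenol replicate 4 it was likewise the lowest of its group, at -2.31 against -1.98 to -1.45. In replicate 2 it was -3.95 against -2.91 to -3.14 with PD0325901, and -4.20 against -2.86 to -3.11 with PI103 and PD0325901. Whether the inhibitor's concentration or the cells differed in that batch was not tested.

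In PI103 with oxozeaenol, replicate 2 was closer to control. INHBE stood at 2.32 CPM against 0.0516 to 0.142 in the others (gap ratio 0.96), TRIB3 at 0.284 against 0.0178 to 0.0568 (0.853) and ODC1 at 332 against 297 to 302 (0.857). Depth is not at the extreme, since its total ranked 3 of 4. A weaker PI103 effect in that culture and a smaller response of all genes cannot be told apart here: 2 of 2 sets tested were least lowered in replicate 2, and its slope over all tested genes, 0.828, was also the lowest of the group. The mean of the ATF4 targets without TRIB3 was -2.57 against -3.59 to -3.63 in the others, and that of ribosome biogenesis was -0.55 against -0.69 to -0.82. INHBE is not a member of the ATF4 set. Both sets also fall with oxozeaenol, so a weaker effect of oxozeaenol stays open as well and was not tested.

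For 4 of the remaining 6 values no biological explanation was tested, and no technical one either. MAOA stood at 13.8 CPM in control replicate 4 against 15.5 to 15.8 (gap ratio 0.855) and at 5.66 in replicate 3 of PI103 with oxozeaenol against 4.15 to 4.39 (0.839). PAGE4 stood at 22.2 CPM in PI103 replicate 4 against 11.8 to 13.5 (0.837). Reads with no feature made up 4.24% in PD0325901 replicate 3 against 5.95% to 6.27% (0.842).

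The other 2 values belong to replicate 4. Reads with no feature made up 8.50% in replicate 4 of PI103 with oxozeaenol against 6.03% to 6.35% (0.870), and reads without a unique alignment 6.06% in oxozeaenol replicate 4 against 5.16% to 5.29% (0.85). A batch difference of the treated libraries of replicate 4 may account for both, since replicate 4 also had the highest of each share in 4 of the other 4 treated groups. Control replicate 4 was not raised: its share with no feature, 5.20%, was the lowest of its group. What differed in that batch was not tested, nor was a biological explanation.

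The counts of genes were set against other splits of the same libraries, with the labelled split counted among them. For each of the 9 comparisons of 2 groups, 1 of 35 splits, the labelled one, gave as many genes. The largest counts in another split were 1250 for PI103 with PD0325901 against PD0325901, 683 for PI103 with oxozeaenol against oxozeaenol, and 602 for PD0325901 against control. Among the 8 splits that part all 4 replicate pairs, as the labelled one does, it was also 1. For the departure from the mean, 1 of 100 splits gave as many genes for PI103 with PD0325901, and 6 of 100 for PI103 with oxozeaenol, with up to 2882 genes in another split. For the latter, 2 of the 4 splits that keep every replicate number in each group gave as many. For the departure from the sum it was 1 of 100 for PI103 with oxozeaenol and 3 of 100 for PI103 with PD0325901. Splits of more than 2 groups can carry real differences between the groups into the comparison, so they are not a reference for no departure. Splits of 2 groups also keep part of the difference where a group retains most of its own libraries.

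The counts of gene sets called by camera were not set apart from such splits, which for that reason are no reference for no change. As many sets were called in 3 of 35 splits for PI103, 13 for PD0325901, 14 for oxozeaenol, 12 for PI103 and oxozeaenol, and 5 for PI103 and PD0325901. Against the mean it was 41 of 100 for PI103 with oxozeaenol and 5 of 100 for PI103 with PD0325901.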

How the results depend on the processing

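The alternatives here were fixed together with the design, except where a fit is said to have been made or looked at after the results were seen. The 13 counts of genes stayed within 1.5 times under DESeq2, RLE size factors, no filter and a mean of at least 10 counts. RLE and DESeq2 moved the median log2 fold change of all genes by at most 0.007 and flipped the median of no set in the comparisons tested.

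A minimum change of 1 on the log2 scale, which can only lower a count, left 1504, 2238, 1691, 1884 and 2863 genes for PI103, PD0325901, oxozeaenol, PI103 with oxozeaenol and PI103 with PD0325901 against control. It left 523 genes for PI103 with oxozeaenol against PI103, 269 against oxozeaenol, 1083 for PI103 with PD0325901 against PI103 and 328 against PD0325901. Against the mean it left 77 and 355, and against the sum 833 and 685, for oxozeaenol and PD0325901 in turn. With only the groups compared in the fit, PI103 with oxozeaenol differed from PI103 in 4088 genes (2553 with all groups), PI103 with PD0325901 from PD0325901 in 1222 (2521), and PI103 with oxozeaenol from the mean in 887 (555); the cause was not tested.

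The replicate block raised the departure of PI103 with oxozeaenol from the mean from 555 to 997 genes, which include all 555. It changed the call of 5 gene sets and of INSR with oxozeaenol, each given with its result, and changed no other call of a named gene or set.

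Fry called 14 sets for PI103 with oxozeaenol and 0 for its departure from the mean, where 2 had an unadjusted p under 0.05. Camera with an estimated correlation called 0 sets in all 7 comparisons, where 3, 2, 2, 2, 2, 0 and 4 had an unadjusted p under 0.05. With separate controls the correlation was 0.792 for PD0325901 and oxozeaenol. It was 0.740 and 0.806 for PI103 with oxozeaenol against PI103 and oxozeaenol. For PI103 with PD0325901 against PD0325901 it was 0.866. Each was lower than with shared controls. Each profile was then set against 2 of the 4 controls, with none in common between profiles. That removes the correlation which shared controls produce and adds noise, so lower values follow from the design.

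Across fits that each left out 1 library, PI103 with oxozeaenol differed from oxozeaenol in 1050 (without replicate 1 of the combination) to 2571 genes, and PI103 with PD0325901 from PD0325901 in 1385 (without PD0325901 replicate 3) to 3113. The departure from the mean ran from 232 (without replicate 1 of the combination) to 781 genes for PI103 with oxozeaenol, and from 1466 (without replicate 2 of the combination) to 3977 for PI103 with PD0325901. The other counts of the 13 comparisons and the 8 correlations stayed within 1.5 times or 1 SD. Counts drawn from several comparisons were refitted only after the results were seen. Beyond both agents lay 336 (without PD0325901 replicate 3) to 1036 genes (without PD0325901 replicate 2) for PI103 with PD0325901, against 631, and 56 (without replicate 1 of the combination) to 175 for PI103 with oxozeaenol, against 145. Genes moved the same way by all 5 treatments ran from 3106 to 3553, and those called for neither agent from 407 to 725 for PI103 with oxozeaenol and from 654 to 1214 for PI103 with PD0325901.

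For 98 values of named genes, 852 of 896 fits without 1 library kept sign and side of the threshold, 26 lost the call, 4 gained it and 14 changed sign. The sign changed only for values not called in any of these fits. Against the mean of PI103 and oxozeaenol, DUSP6 ran from -0.0244 to 0.201, ETV5 from -0.0376 to 0.104 and NFKBIA from -0.0422 to 0.00202. Against the mean of PI103 and PD0325901, PIK3IP1 ran from -0.0328 to 0.608 and IL8 from -0.351 to 0.316. With oxozeaenol, TNFAIP3 ran from -0.145 to 0.131 and ODC1 from -0.0306 to 0.0470. ODC1 with oxozeaenol was also 0.0105 with a mean of at least 10 counts and 0.0131 with only those groups in the fit, against -0.0015. The calls lost were INSR and NFKBIA against the means, NFKBIA for PI103 with oxozeaenol, TNFAIP3 against the mean of PI103 and PD0325901, and HMGCS1 with PI103. A minimum change of 1 lost 20 of the 98 values, no filter 3 and only the groups compared 1, and DESeq2 and RLE lost none.

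For single gene sets these fits were looked at only after the results were seen. For 126 results of sets, 1109 of 1152 fits kept the side of the threshold, 17 lost the call and 26 gained it. The changes touched 21 results. Serine, glycine and one-carbon metabolism, and ornithine and polyamine synthesis, kept every call against control.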

Other observations

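The tests on oxozeaenol replicate 2, of a deviation of the control cultures, of the MEK-ERK set and of simulated combinations at the level of one agent were chosen only after the results were seen, and the tests of shared controls and of genes beyond both single agents before.

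Oxozeaenol replicate 2 had counts in 18263 genes, the most of any library. Drawn down to equal totals it still held 17064 genes, against 15411 to 16130 in the other 23 libraries. Among the 4 oxozeaenol libraries alone the gap ratio at equal totals was 0.647, which does not pass Dixon's critical value, and a second test was then added. In genes with no read in the other 23 libraries it held 1314 reads in 885 genes, where every other library held 10 to 43 such reads. Greater depth does not account for that number, since its total of 74.0 M counts lies inside the range of the others. RNA from another cell type would bring abundant transcripts, and none was seen among these genes. The top 1% of them held 4.41% of the reads, no gene held more than 8, and 89.0% held 1 or 2. Transcripts with any read in the other 23 libraries were left out beforehand, so RNA from another cell type is not excluded. Reads from genomic DNA and from RNA at low level cannot be told apart here. The reads rose with exon length, with a slope of 0.723 (95% interval 0.658 to 0.788) on the log scale, but reads of RNA rise with length as well. Reads with no feature made up 6.81% of the library, inside the range of its group (5.74% to 8.57%). Exon lengths were known for 90.5% of these genes. The reads make up 0.00178% of the library.

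The 3484 genes moved the same way by all 5 treatments could reflect the shared control libraries. Chance values of those controls gave at most 0 such genes in 10 simulations. A deviation of the control cultures shifts all 5 fold changes alike and cancels between treatments. It therefore cannot alone account for the 2515 genes (72.2%) that differed between treatments, as 68.5% of all tested genes did. That a deviation shifts these genes on top of responses that differ is not excluded. For the other 969 genes a deviation of the control and a response common to all treatments cannot be told apart, because the design has 1 control group and the labels name no vehicle.

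The similarity of oxozeaenol and PD0325901 may reflect a shared response, since the correlation was 0.792 with separate control libraries. Oxozeaenol also lowered the MEK-ERK readout, and a direct effect on that pathway was not tested.

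PI103 with PD0325901 departed from the mean of its single agents. An undiminished effect of one agent at 50% of its concentration, with nothing from the other, would put the combination at that agent's level. Simulated combinations at the level of PI103 or of PD0325901 gave at most 0 genes beyond both, against 631 in the data, so this does not account for them. The stronger agent for each gene with nothing from the other stays open. With the deviations of whole libraries, simulated combinations of that kind gave a median of 27 and up to 358 genes, and 0 of 20 reached 631. When the same library was left out of the data and of the simulations, 1 of 20 gave as many genes without PD0325901 replicate 1 (up to 542, against 448) and without replicate 1 of the combination (up to 503, against 441), and 0 of 20 without each of the other 10 libraries. With 20 simulations that is too close to set this version apart, so it and an added effect of the other agent cannot be told apart. The 631 come from the fit without the replicate block. Deviations of same-numbered libraries of PD0325901 and the combination correlated at 0.28, 0.52, 0.21 and 0.39. With the block the combination differed from PD0325901 in 3524 genes, against 2521 without it. No blocked count of genes beyond both stands beside the simulations. The fits without 1 library were added only after the counts with all libraries were seen. An undiminished effect of one agent with a partial effect of the other added to it would also place genes beyond both, 604 of the 631 lay farther from control, and that cannot be told apart from other departures here. For the MEK-ERK readout set an undiminished effect of PD0325901 alone may be enough: the median difference between the combination and PD0325901 alone was 0.098 on the log2 scale, with 1 gene higher and 1 lower of 15, against -1.07 from the mean.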
